# Estrogen-related receptor γ causes osteoarthritis by upregulating extracellular matrix-degrading enzymes

**DOI:** 10.1038/s41467-017-01868-8

**Published:** 2017-12-15

**Authors:** Young-Ok Son, Seulki Park, Ji-Sun Kwak, Yoonkyung Won, Wan-Su Choi, Jinseol Rhee, Churl-Hong Chun, Je-Hwang Ryu, Don-Kyu Kim, Hueng-Sik Choi, Jang-Soo Chun

## Abstract

The estrogen-related receptor (ERR) family of orphan nuclear receptor is composed of ERRα, ERRβ, and ERRγ, which are known to regulate various isoform-specific functions under normal and pathophysiological conditions. Here, we investigate the involvement of ERRs in the pathogenesis of osteoarthritis (OA) in mice. Among ERR family members, ERRγ is markedly upregulated in cartilage from human OA patients and various mouse models of OA. Adenovirus-mediated overexpression of ERRγ in mouse knee joint or transgenic expression of ERRγ in cartilage leads to OA. ERRγ overexpression in chondrocytes directly upregulates matrix metalloproteinase (MMP)-3 and MMP13, which are known to play crucial roles in cartilage destruction in OA. In contrast, genetic ablation of *Esrrg* or shRNA-mediated downregulation of *Esrrg* in joint tissues abrogates experimental OA in mice. Our results collectively indicate that ERRγ is a novel catabolic regulator of OA pathogenesis.

## Abstract (web summary)

The pathogenesis of osteoarthritis is unclear. The authors show that estrogen-related receptor gamma is upregulated in cartilage from patients and mouse models, where it drives production of matrix-degrading MMPs in chondrocytes, and that its downregulation ameliorates pathology in mice.

## Introduction

Osteoarthritis (OA), the most common form of arthritis, is a leading cause of disability and incurs a large socioeconomic cost^1^. OA is a whole-joint disease characterized by cartilage destruction, synovial inflammation, osteophyte formation, and subchondral bone sclerosis^2^. However, no effective disease-modifying therapy for OA has been developed to date. OA is caused by an anabolic/catabolic factor imbalance that can be induced by various etiologic risk factors and pathophysiological processes^3,4^. Important among the potential OA-causing mechanisms are mechanical stresses, including joint instability and injury, and factors that predispose toward OA, such as aging. These factors alter biochemical pathways in chondrocytes, resulting in degradation of the extracellular matrix (ECM)^5^. Among the matrix-degrading enzymes, matrix metalloproteinase 3 (MMP3), MMP13, and ADAMTS5 (a disintegrin-like and metallopeptidase with thrombospondin type 1 motif 5; aggrecanase-2) are known to play crucial roles in OA cartilage destruction^6–8^. Various catabolic regulators, including the proinflammatory cytokine, interleukin (IL)-1β, can upregulate MMP3, MMP13, and ADAMTS5^9^). We previously demonstrated that hypoxia-inducible factor (HIF)-2α (encoded by *Epas1*), which is transcriptionally upregulated in chondrocytes by proinflammatory cytokines or mechanical stress, causes OA pathogenesis through upregulation of matrix-degrading enzymes^10,11^. We also recently demonstrated that the zinc-ZIP8-MTF1 axis—reflecting induction of the zinc importer ZIP8 (encoded by *Slc39a8*), zinc influx, and subsequent activation of the zinc-dependent transcription factor MTF1—acts as a crucial catabolic regulator of OA pathogenesis by upregulating matrix-degrading enzymes in joint articular chondrocytes^12,13^.

OA is currently considered as a disease associated with metabolic disorders^14^. Although this is still a matter of controversy^15^, a number of studies suggest an association of metabolic syndrome with OA pathogenesis^16^. Among the various regulatory molecules involved in metabolism, isoforms of estrogen-related receptors (ERRs) are currently known to regulate various metabolic processes, including metabolic disorders and energy metabolism^17,18^. The ERR family consists of the orphan nuclear receptors, ERRα (NR3B1), ERRβ (NR3B2), and ERRγ (NR3B3). Unlike other nuclear orphan receptors, ERRs are constitutively active owing to the active conformation of their ligand-binding domain, even in the absence of a ligand^19^. Because ERRs share nearly identical DNA-binding domains, their transcriptional regulatory functions are similar to each other; thus, they regulate overlapping common target genes. For instance, ERRα and ERRγ regulate energy metabolism and promote oxidative capacity in skeletal and cardiac muscle^18,20,21^. However, individual ERRs also exhibit isoform-specific functions. For example, ERRγ regulates iron homeostasis in various tissues^22,23^, ERRβ regulates embryonic stem cell pluripotency and self-renewal^24,25^, and ERRα acts as a determinant of breast cancer etiology^24,25^.

The roles of ERRs in cartilage biology are beginning to be investigated, with most studies focusing on the functions of ERRα^26^. For instance, studies have shown that ERRα activates the *Sox9* promoter in a rat chondrogenic cell line^27^ and rat mandibular condylar chondrocytes^28^, and is required for cartilage development in zebra fish^29^. In contrast, cartilage-specific ERRγ transgenic (Tg) mice exhibit chondrodysplasia, in which repressed chondrocyte proliferation decreases the proliferative zone of the growth plate and reduces bone length^30^. It has also been reported that ERRα expression is reduced in bones and joints during collagen-induced inflammatory rheumatoid arthritis^31^. However, the functions of ERRs in regulating joint cartilage homeostasis and/or OA pathogenesis have not yet been studied, although an in vitro study by Bonnelye et al.^32^ suggested a possible association of ERRα with OA pathogenesis. They demonstrated that IL-1β in human OA chondrocytes upregulates ERRα, which directly targets genes encoding MMP3 and SOX9.

In this study, we used human OA cartilage and mouse models of OA to investigate whether ERRs are associated with OA pathogenesis. Here, we report that ERRγ is a novel catabolic regulator of OA pathogenesis. We found that, among the ERR family members, ERRγ was specifically upregulated in cartilage from human OA patients and various mouse models of OA. Our gain-of-function (adenovirus-mediated overexpression in joint tissues or *Col2a1-Esrrg* Tg mice) and loss-of-function (*Esrrg* ^+/–^ mice or shRNA-mediated knockdown) approaches clearly indicated that ERRγ acts as a novel catabolic regulator of OA pathogenesis, at least in part, by the upregulating matrix-degrading enzymes, MMP3 and MMP13, in articular chondrocytes.

## Results

### ERRγ is upregulated in chondrocytes of OA cartilage

To explore the possible association of ERRs with OA pathogenesis, we first examined the expression levels of ERRs in OA cartilage of human patients and various mouse models. Our quantitative reverse transcription-polymerase chain reaction (qRT-PCR) analyses revealed that ERRγ was significantly increased in OA-affected, damaged regions of human cartilage compared with undamaged regions of arthritic cartilage (Fig. 1a). Although the fold-increases in ERRα and ERRβ mRNAs were statistically significant, their expression levels were negligible relative to those of ERRγ (Fig. 1a). Consistent with the increased mRNA levels, immunostaining revealed that ERRγ protein levels were markedly elevated in chondrocytes of human OA cartilage (Fig. 1b, c). Similarly, ERRγ, but not ERRα or ERRβ, was significantly increased in cartilage from an experimental mouse model of OA induced by destabilization of the medial meniscus (DMM) surgery (Fig. 1d–f). ERRγ was also increased in the cartilage of mice with OA caused by the overexpression of HIF-2α via intra-articular (IA) injection of an adenovirus-expressing HIF-2α (Ad-*Epas1*)^10,11^ or by IA injection of Ad-*Slc39a8* to overexpress the zinc importer, ZIP8^12,13^ (Supplementary Fig. 1a, b). However, we were unable to detect ERRα in OA cartilage of humans or mice (Supplementary Fig. 2a, b). Additionally, IL-6, which acts as a catabolic regulator of OA cartilage destruction^33^, increased mRNA levels of ERRγ, but not ERRα or ERRβ, in primary cultured mouse articular chondrocytes (Supplementary Fig. 2c). Because these results collectively suggested that ERRγ was associated with OA pathogenesis, we focused on the role of ERRγ in OA pathogenesis.

**Fig. 1:**
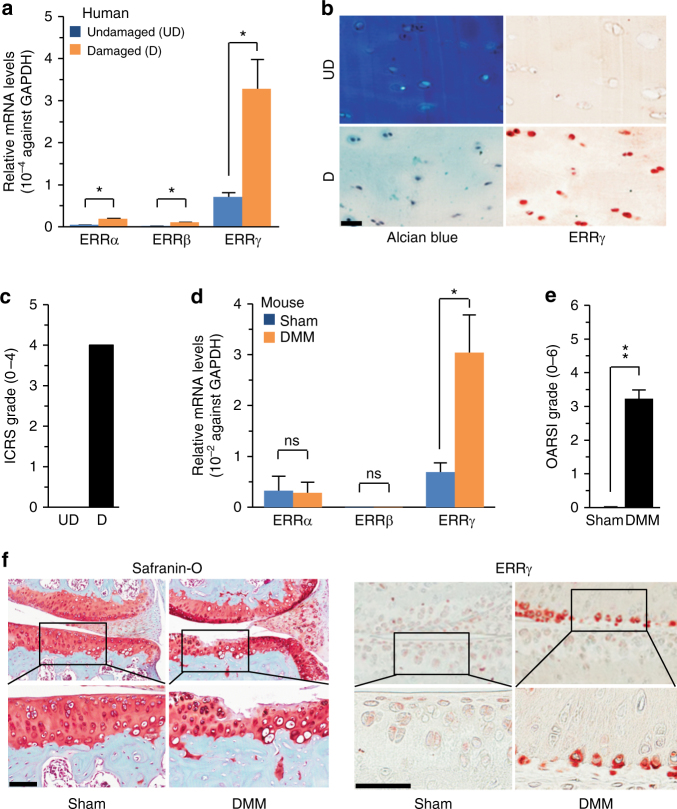
ERRγ is upregulated in OA cartilage from humans and mouse models. **a**–**c** qRT-PCR analysis (*n* = 11) was used to assess the mRNA expression levels of ERR isoforms in undamaged (UD) and damaged (D) regions of human OA cartilage (**a**). Representative images (*n* = 10 patients) show alcian blue staining of sulfated proteoglycans and immunostaining of ERRγ in UD and D regions of human OA cartilage (**b**). ICRS (International Cartilage Repair Society) grade of human OA cartilage sourced from individuals undergoing arthroplasty (**c**). **d**–**f** ERR mRNA levels were quantified by qRT-PCR (*n* = 10 mice per group) in cartilage tissues from mice subjected to sham operation or DMM surgery (**d**). Cartilage destruction was scored by OARSI grading (**e**). Representative images (*n* = 12 mice per group) of safranin-O-stained and ERRγ-immunostained OA cartilage from DMM-operated mice or cartilage from sham-operated mice (**f**). Values are presented as means ± s.e.m. (*P < 0.01 and **P < 0.001; ns, not significant). Two-tailed *t* test (**a**,**d**) and Mann–Whitney *U* test (**e**). Scale bar: 50 μm

ERRγ expression is regulated by multiple signaling pathways, including alcohol-induced activation of the cannabinoid receptor, IL-6-mediated inflammation, fasting-induced glucagon receptor activation, feeding-induced insulin receptor activation, hypoxia, and endoplasmic reticulum stress^17^. In an attempt to identify regulators of ERRγ expression, we examined the expression of its upstream signaling components in primary cultured chondrocytes treated with various OA-associated catabolic regulators, including IL-1β^9^, HIF-2α^10,11^, and ZIP8^12,13^, using microarray analyses. 

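The arrays of the IL-1β experiment measured RNA of articular chondrocytes from ICR mice 5 days old, on Affymetrix GeneChip mouse ST arrays. They comprise 3 arrays of cells treated with IL-1β, a proinflammatory cytokine, and 3 arrays of untreated cells, labeled as biological replicates 1 to 3 of each group. The paper's methods give 4 replicates for each cell type. The labels give a harvest at 24 h after treatment, and the methods give 1 ng/ml of IL-1β for chondrocytes unless otherwise stated. The arrays of cells that overexpress HIF-2α or ZIP8 were not analysed here. The deposited values were normalized by the authors with RMA within this data set and are on the log2 scale, with 1 value for each probe set on each array. Array medians lay between 4.66 and 4.73. Arrays of the same group correlated at 0.981 to 0.990 across probe sets, and arrays of different groups at 0.965 to 0.977, where probe sets are not independent replicates. Each of 22180 genes was represented by the probe set with the highest mean signal among those that name 1 gene, and IL-1β-treated and untreated cells were compared with limma, with Benjamini-Hochberg adjustment over all genes. A gene passed the test at an adjusted p under 0.05. A background level of 4.565 was taken from 1440 probe sets of olfactory, vomeronasal and taste receptor genes, and a gene with 1 group mean under that level is given as at least N-fold higher or lower, against the level itself. A log2 fold change given for such a gene is the difference of the means as measured and is not a measured fold. The shift of a gene list against all other genes was tested with limma's camera function at a preset correlation of 0.01 between genes. The test, the gene lists, the rule from which named genes are drawn and the alternatives were set before the data were examined, except where stated. The number of arrays limits the precision of every value.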

Among the known ERRγ upstream regulators, IL-6 expression was markedly increased by IL-1β treatment and, to a lesser degree, by the overexpression of HIF-2α or ZIP8 (Supplementary Table 1). 

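Il6, which encodes the inflammatory cytokine IL-6, rose in chondrocytes treated with IL-1β. Its log2 signal was 9.56 ± 0.18 (SD, n = 3 arrays) with IL-1β and 3.42 ± 0.55 (SD, n = 3 arrays) without it. The untreated mean was under background, so that Il6 was at least 31.8-fold higher, and all 3 treated arrays lay above all untreated arrays. Of 11 measured genes of IL-6 and JAK/STAT signaling, 6 rose, Il6 among them (8 rose and 1 fell when adjusted over the list alone). They included Il6st, which encodes the signaling subunit of the IL-6 receptor, with a log2 fold change of 1.06, and the receptor-associated kinase gene Jak1, with 0.60. Of 11 measured genes of the response to hypoxia, 9 rose (10 when adjusted over the list alone), and 4 of 14 measured genes of endoplasmic reticulum stress fell (7 when adjusted over the list alone).
The difference of the means of Il6 as measured, with the untreated mean under background, was 6.14 on the log2 scale (standard error 0.24, adjusted p = 1.26e-06 from limma). The study singled out IL-6 on arrays of this experiment, so its rise here is not independent evidence. Socs3, a feedback inhibitor of JAK/STAT signaling, rose by 0.92 on the log2 scale, while its dimmer probe set had 0.48 (adjusted p = 0.182 from limma). Pias3, an inhibitor of STAT3, rose by 0.60. Stat3 had a log2 fold change of 0.30 (adjusted p = 0.0474 from limma) and did not pass when any 1 of the 6 arrays was left out (adjusted p = 0.0822 to 0.137) or with replicate number as a replicate block (adjusted p = 0.0503). Jak2 did not pass (log2 fold change -0.38, adjusted p = 0.0611 from limma), but passed with the replicate block (adjusted p = 0.0354) and without untreated replicate 2 (-0.48, adjusted p = 0.0209). Jak2 also passed with array weights, a trend and robust variance prior, both filters on dim genes and a second quantile normalization (adjusted p = 0.0109 to 0.0352 from limma). The genes of IL-6 and JAK/STAT signaling were shifted upward as a list (adjusted p = 1.47e-04 from limma's camera; adjusted p = 0.067 with an estimated correlation). The list includes Il6 itself, so its shift is not independent of the rise of Il6. Its median log2 fold change was 0.30 and its mean 0.87. Among the hypoxia genes, Adm, which encodes adrenomedullin, rose 13.5-fold, Car9, a carbonic anhydrase gene, 8.43-fold, and Egln3, a HIF prolyl hydroxylase gene, 7.27-fold. The dimmer probe set of Car9 rose by 1.13 on the log2 scale. Arnt did not pass (log2 fold change 0.15, adjusted p = 0.369 from limma). Hif1a did not pass by its brightest probe set (0.27, adjusted p = 0.121 from limma), but its dimmer probe set had 0.61, and it passed with the mean of both (0.44, adjusted p = 0.0367), with a second quantile normalization (adjusted p = 0.0454) and with a trend and robust variance prior (adjusted p = 0.0192). As a list, the hypoxia genes were shifted upward (adjusted p = 3.69e-14 from limma's camera; adjusted p = 0.061 with an estimated correlation).
In endoplasmic reticulum stress, Ddit3, which encodes the transcription factor CHOP, fell by 0.99 on the log2 scale, and Trib3, Herpud1 and Atf4 fell by 0.87, 0.74 and 0.53 on the log2 scale. Eif2ak3, which encodes the stress sensor PERK, did not pass (-0.38, adjusted p = 0.0573 from limma), but passed with the replicate block (adjusted p = 0.0276) and without untreated replicate 2 (adjusted p = 0.0284). Eif2ak3 also passed with array weights, a trend and robust variance prior, both filters on dim genes and a second quantile normalization (adjusted p = 0.0184 to 0.0319 from limma). Edem1 (-0.33, with -0.06 for its dimmer probe set, adjusted p = 0.0759 from limma) passed with the replicate block (adjusted p = 0.0395). The same gene passed with both filters on dim genes and with a trend and robust variance prior (adjusted p = 0.0170 to 0.0352 from limma). The list was shifted downward (adjusted p = 0.00171 from limma's camera; adjusted p = 0.128 with an estimated correlation). Of 6 measured genes of cannabinoid signaling, 2 fell (2 when adjusted over the list alone). Cnr1, which encodes the cannabinoid receptor CB1, was at least 1.12-fold lower, with a treated mean under background, and Faah, which encodes an enzyme that degrades endocannabinoids, fell by 0.55 on the log2 scale. Cnr1 did not pass without replicate 1 or 3 of either group (adjusted p = 0.0515 to 0.0625), and Faah did not pass without untreated replicate 2 or 3 (adjusted p = 0.0515 and 0.0773). Without untreated replicate 3 neither passed, and without each of the other arrays except IL-1β replicate 2 only 1 did. The methods' t-test called neither. The shift of this list did not pass (adjusted p = 0.253 from limma's camera). Of 9 measured genes of glucagon and cAMP signaling, limma called 0 at the adjusted p, 3 as higher at an unadjusted p under 0.05 and 0 when adjusted over the list alone, and the methods' t-test called 0. Crem, with an untreated mean under background, did not pass (adjusted p = 0.0800 from limma), but passed with the replicate block (adjusted p = 0.0427) and among genes above the background level (adjusted p = 0.0367). Adcy6, an adenylyl cyclase gene, did not pass (log2 fold change 0.34, adjusted p = 0.0858 from limma), but passed with array weights (0.47, adjusted p = 0.00842), with both filters on dim genes and with a trend and robust variance prior (adjusted p = 0.0392 to 0.0480), and without replicate 2 of both groups, an alternative chosen after seeing the data (0.47, adjusted p = 0.0429). Prkacb (0.20, adjusted p = 0.212 from limma) passed with array weights (adjusted p = 0.0407). The list's shift did not pass (adjusted p = 0.265 from limma's camera). Of 11 measured genes of insulin signaling, 3 rose and 2 fell (4 and 4 when adjusted over the list alone). Pik3r1, a regulatory subunit of PI3-kinase, rose by 1.15 on the log2 scale, Foxo3 by 0.77 and Foxo1 by 0.65, where the dimmer probe set of Foxo1 had -0.07 and the mean of both did not pass (0.29, adjusted p = 0.0691). Irs2 and Akt1 fell by 0.63 and 0.53 on the log2 scale. Akt2 (-0.32, adjusted p = 0.0517 from limma) and Pdk4 (0.31, adjusted p = 0.0896 from limma) passed with the replicate block (adjusted p = 0.0408 and 0.0450). Both also passed with array weights (adjusted p = 0.0389 and 0.0137 from limma) and with both filters on dim genes. Akt2 passed as well with median centering and with a trend and robust variance prior (adjusted p = 0.0374 and 0.00821 from limma). The list's shift did not pass (adjusted p = 0.525 from limma's camera).
From the increase in IL-6 among the known upstream regulators of ERRγ, the paper turned to the involvement of IL-6 signaling in ERRγ expression.

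**Figure D1:**
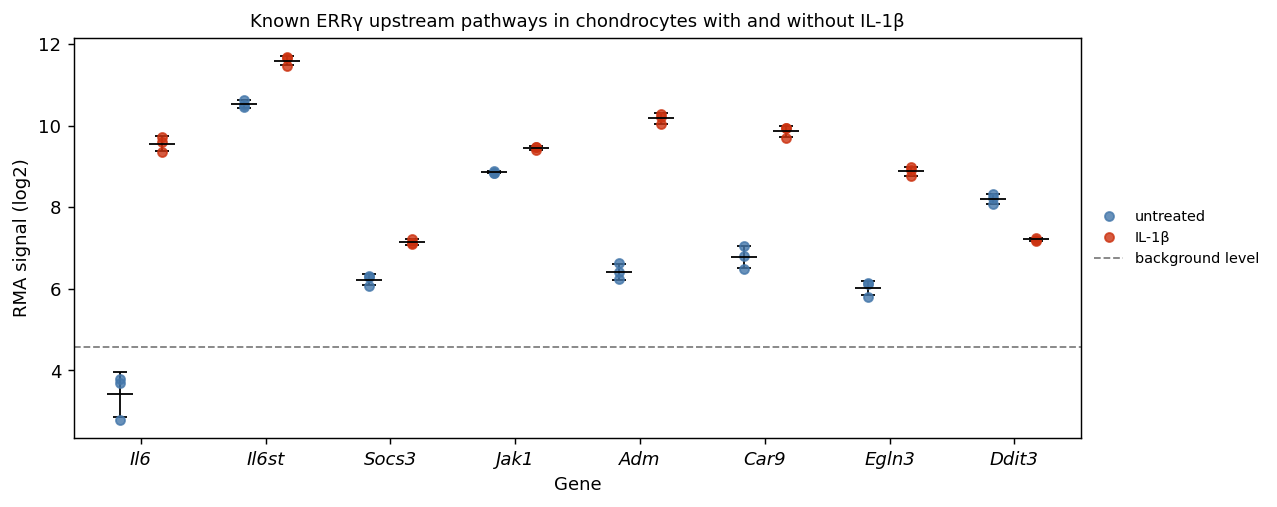
RMA signal (log2) of Il6, Il6st, Socs3, Jak1, Adm, Car9, Egln3 and Ddit3 on each of the 3 untreated and 3 IL-1β arrays, with the mean and SD of each group and the background level as a line. Il6 rises from a mean of 3.42, under the background level, to 9.56, and Ddit3 is the only gene plotted that falls.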

We therefore further characterized the involvement of IL-6 signaling in ERRγ expression in chondrocytes. Similar to microarray analyses, our qRT-PCR analyses indicated upregulation of ERRγ by IL-1β treatment and, to a lesser degree, by overexpression of HIF-2α or ZIP8, in primary cultured mouse articular chondrocytes (Fig. 2a). 

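Esrrg, which encodes ERRγ, did not pass the test on the arrays of IL-1β-treated chondrocytes. Its log2 signal was 4.69 ± 0.08 (SD, n = 3 arrays) with IL-1β and 4.89 ± 0.11 (SD, n = 3 arrays) without it. Esrra, which encodes ERRα, had a log2 signal of 6.86 ± 0.09 (SD, n = 3 arrays) with IL-1β and 6.82 ± 0.23 (SD, n = 3 arrays) without it. Esrrb, which encodes ERRβ, was under background in both groups.
The log2 fold change of Esrrg was -0.20 (standard error 0.10, adjusted p = 0.229 from limma), with a 95% confidence interval from -0.43 to 0.02. As a fold, IL-1β-treated over untreated, this is 0.868, with an interval whose upper bound is 1.02. The treated and untreated arrays of Esrrg overlapped. Esrra had a log2 fold change of 0.05 (standard error 0.13, adjusted p = 0.875 from limma). Of the 3 ERR genes, limma called 0 at the adjusted p, 0 at an unadjusted p under 0.05 and 0 when adjusted over the list alone, and the methods' t-test called 0. Esrrg was read by 1 probe set, and both of its means lay just above the background level.

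**Figure D2:**
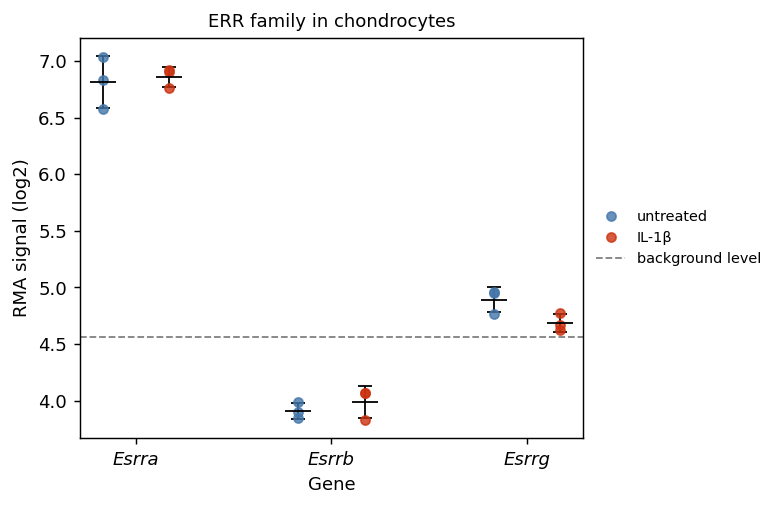
RMA signal (log2) of Esrra, Esrrb and Esrrg on each of the 3 untreated and 3 IL-1β arrays, with the mean and SD of each group and the background level as a line. Esrra has means of 6.86 with and 6.82 without IL-1β, Esrrg lies just above the background level at 4.69 and 4.89, and Esrrb lies under it.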

IL-1β also increased IL-6 protein levels in chondrocytes, as determined by immunofluorescence microscopy and Western blotting (Fig. 2b, c and Supplementary Fig. 9). IL-6 treatment of chondrocytes increased ERRγ mRNA levels in a concentration- and time-dependent manner (Fig. 2e). IL-6 also increased mRNA levels and secreted levels of MMP3 and MMP13 protein (Fig. 2d, e), which are encoded by target genes of IL-6 and are associated with OA cartilage destruction^33^. Additionally, IL-1β-induced upregulation of ERRγ was abrogated by knockdown of IL-6 with specific small interfering RNA (siRNA) (Fig. 2f). IL-6-mediated inflammation is known to regulate ERRγ expression via JAK/STAT signaling^17^. Consistent with this, inhibition of JAK/STAT signaling with AG490^34^ abrogated IL-6-induced ERRγ expression (Fig. 2f). These results collectively indicate that the IL-1β/IL-6 axis contributes to ERRγ expression in articular chondrocytes. This is consistent with our previous work showing that IL-6 plays an essential role in OA cartilage destruction by upregulating MMP3 and MMP13^33^.

**Fig. 2:**
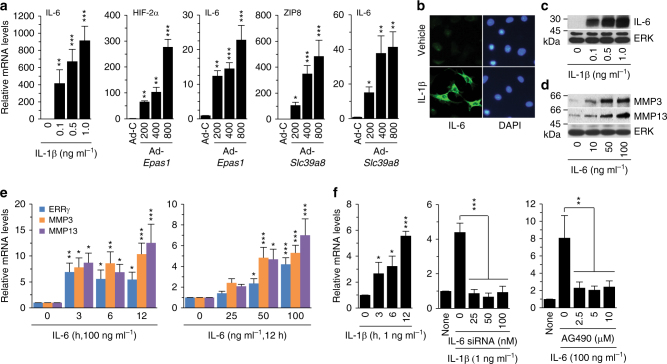
Signaling upstream of ERRγ expression. **a** qRT-PCR analysis (*n* ≥ 8) of IL-6 in chondrocytes treated with IL-1β and infected with 800 MOI of control virus (Ad-C) or the indicated MOI of Ad-*Epas1* or Ad-*Slc3918*. **b**,** c** Detection of IL-6 in chondrocytes treated with IL-1β (1 ng ml^–1^) by immunofluorescence microscopy (**b**) and Western blotting (**c**). **d**, **e** Western blot (**d**) and qRT-PCR (**e**) analysis of ERRγ, MMP3, and MMP13 in chondrocytes treated with IL-6 (*n* = 10). MMP3 and MMP13 proteins in conditioned medium of chondrocyte cultures were detected by Western blotting. **f** qRT-PCR analysis (*n* ≥ 8) of ERRγ mRNA levels in chondrocytes treated with IL-1β (left panel). qRT-PCR analysis (*n* ≥ 8) of ERRγ mRNA levels in chondrocytes treated with IL-6 siRNA and exposed to IL-1β (middle panel). qRT-PCR analysis (*n* ≥ 8) of ERRγ mRNA levels in chondrocytes treated with AG490 and exposed to IL-6 (right panel). Values are presented as means ± s.e.m. (*P < 0.05, **P < 0.005, and ***P < 0.0005. One-way ANOVA)

### Ectopic expression of ERRγ causes OA pathogenesis

To examine the in vivo role of ERRγ in OA pathogenesis, we ectopically expressed ERRγ in knee joint tissues of 10-week-old male mice via IA injection of an adenovirus-expressing ERRγ (Ad-*Esrrg*). We previously demonstrated that an adenovirus system effectively delivers genes to cartilage and other joint tissues^10–13^. Consistent with our prior findings, immunohistochemical staining indicated that ERRγ was effectively overexpressed in cartilage (Fig. 3a), as well as the meniscus and synovium (Supplementary Fig. 3a). ERRγ overexpression, triggered by three weekly IA injections of Ad-*Esrrg*, caused synovitis, as determined by H&E staining (Fig. 3b). At this stage, safranin-O staining indicated loss of glycosaminoglycans in articular cartilage above the tidemark, without apparent development of osteophyte or subchondral bone remodeling (Fig. 3b). However, after 8 weeks, joint tissues IA-injected with Ad-*Esrrg* showed osteophyte development and subchondral bone sclerosis, with severe erosion of cartilage (Fig. 3c, d). We also saw a loss of glycosaminoglycans in articular cartilage in both juvenile (8-week-old) and young adult (10-week-old) mice (Supplementary Fig. 3b), suggesting that developmental stage is not a critical determinant of ERRγ-induced cartilage damage. Indeed, overexpression of HIF-2α, which was previously shown to cause OA cartilage destruction^10,11^, induced cartilage damage in mice at various ages from 8 to 20 weeks old (Supplementary Fig. 3c).

**Fig. 3:**
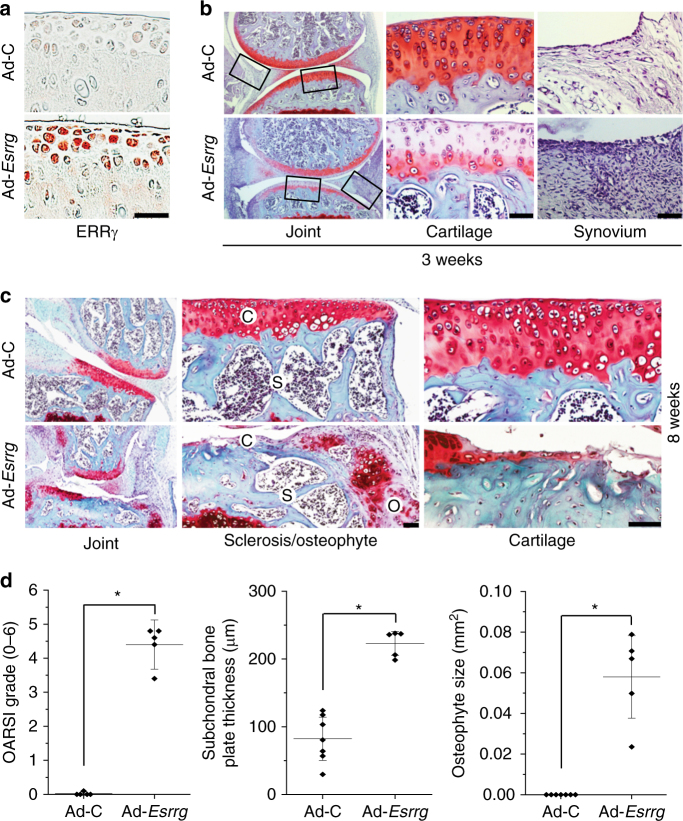
Overexpression of ERRγ in joint tissue causes OA in mice. **a**, **b** WT mice were IA-injected with Ad-C (control) or Ad-*Esrrg* to overexpress ERRγ in the joint tissues. Three weeks after the first injection, sections of mouse joint tissues were immunostained for ERRγ (**a**). Cartilage destruction and synovial inflammation were determined by safranin-O staining and H&E staining, respectively (**b**). **c**, **d** WT mice were IA-injected with Ad-C (control) or Ad-*Esrrg* to overexpress ERRγ in mouse knee joint tissues. Mice were killed 8 weeks after the first injection. Representative images of safranin-O staining, showing the whole joint (40×), subchondral bone sclerosis and osteophyte formation (200×), and cartilage destruction (400×) (**c**). OARSI grade (for cartilage destruction), subchondral bone plate thickness (for subchondral bone sclerosis), and osteophyte size were quantified (**d**; *n* ≥ 5 mice per group). Values are presented as means ± s.e.m. (*P < 0.005). Two-tailed *t* test and Mann–Whitney *U* test. Scale bar: 50 μm. C, cartilage; S, subchondral bone; O, osteophyte

IA injection of Ad-*Esrrg* caused ectopic expression of ERRγ in all joint tissues, including the synovium and cartilage (Supplementary Fig. 3a). To examine the cartilage-specific functions of ERRγ in OA pathogenesis, we generated cartilage-specific ERRγ Tg mice (*Col2a1*-*Esrrg*) using the *Col2a1* enhancer and promoter^10–13,35^. Primary cultured chondrocytes from *Col2a1*-*Esrrg* Tg mice exhibited upregulation of ERRγ at both mRNA and protein levels (Fig. 4a and Supplementary Fig. 9). ERRγ protein levels were also elevated in the cartilage and meniscus, but not synovial tissues, of *Col2a1*-*Esrrg* Tg mice (Fig. 4b and Supplementary Fig. 4a). Because a previously generated cartilage-specific ERRγ Tg mouse was reported to exhibit chondrodysplasia, in which repressed chondrocyte proliferation decreases the proliferative zone of the growth plate and reduces bone length^30^, we characterized skeletal development in our Tg mice. Skeletal staining of E18.5 embryos revealed that skeletal structure was similar in Tg mice and wild-type (WT) littermates (Supplementary Fig. 4b). Additionally, alcian blue staining of the metatarsal bone of 2-week-old mice revealed that the lengths of resting/proliferative and hypertrophic zones of the growth plate were similar (Supplementary Fig. 4c). Thus, in contrast to the previous report^30^, our data collectively indicate no significant difference in skeletal development between our Tg mice and WT littermates.

**Fig. 4:**
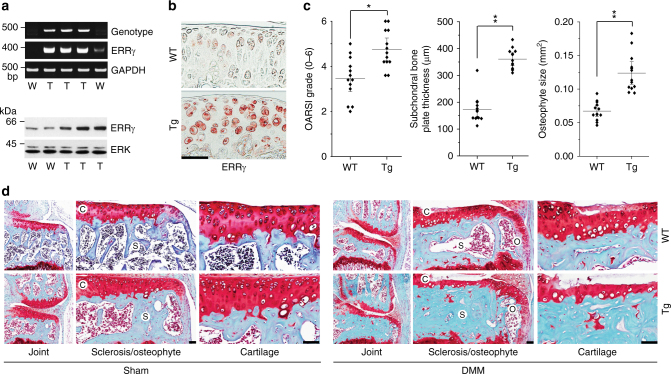
*Col2a1-Esrrg* Tg mice exhibit enhanced experimental OA. **a** Genotypes and ERRγ mRNA and protein levels were determined from primary cultured chondrocytes isolated from *Col2a1-Esrrg* Tg mice and WT littermates. GAPDH and extracellular signal-regulated kinase (ERK) were used as loading controls. **b** Immunostaining for ERRγ protein in cartilage of *Col2a1-Esrrg* Tg mice and WT littermates. **c**, **d** *Col2a1-Esrrg* Tg mice and WT littermates were subjected to sham operation or DMM surgery. OARSI grade, subchondral bone plate thickness, and osteophyte size were quantified in WT and *Col2a1*-*Esrrg* TG mice (*n = *13 mice per group), mice 8 weeks after sham operation, or DMM surgery (**c**). Representative images of cartilage destruction, subchondral bone sclerosis, and osteophyte formation determined by safranin-O staining (**d**). Values are presented as means ± s.e.m. (*P < 0.001 and **P < 0.0001). Two-tailed *t* test and Mann–Whitney *U* test. Scale bar: 50 μm

Compared with WT littermates, DMM-operated *Col2a1*-*Esrrg* Tg mice exhibited significantly more cartilage destruction, as determined by safranin-O staining and scoring of OARSI grade (Fig. 4c, d). Consistent with the enhanced cartilage destruction, DMM-induced upregulation of MMP3 and MMP13 proteins in damaged regions of cartilage was further increased in DMM-operated *Col2a1*-*Esrrg* Tg mice (Supplementary Fig. 4d). Other DMM-induced manifestations of OA, such as subchondral bone sclerosis and osteophyte formation, were also significantly enhanced in *Col2a1*-*Esrrg* Tg mice compared with WT littermates (Fig. 4c, d). We used 10-week-old mice for DMM surgery and examined OA manifestations at 8 weeks post surgery, because this technique was originally developed for use at this age of the mouse^36^ and most DMM surgeries are performed at this age^37,38^ (Supplementary Fig. 5a, b). Indeed, we found no apparent differences in DMM surgery outcomes at ages between 8 and 20 weeks (Supplementary Fig. 5c). Thus, the results of our gain-of-function studies collectively indicate that ERRγ is a catabolic regulator of OA pathogenesis.

### Genetic ablation of *Esrrg* abrogates OA pathogenesis

To further investigate the function of ERRγ in OA pathogenesis, we used ERRγ-knockout (KO) mice as a loss-of-function approach. Because ERRγ-null mice die shortly after birth^39^, we used heterozygous mice (*Esrrg* ^+/–^) for experimental OA studies. We previously showed that mice heterozygous for HIF-2α (*Epas1* ^+/–^) or ZIP8 (*Slc39a8* ^+/–^) exhibit significantly reduced DMM-induced OA pathogenesis^10,12^. Here, we found that *Esrrg* ^+/–^ mice exhibited reduced expression levels of ERRγ in joint tissues (Fig. 5a and Supplementary Fig. 6a, b) without any marked differences in skeletal staining (Supplementary Fig. 6c). Moreover, the DMM-induced manifestations of OA, including cartilage erosion, osteophyte formation, and subchondral bone sclerosis, were significantly reduced in *Esrrg* ^+/–^ mice (Fig. 5b, c). Consistent with this, DMM-induced upregulation of MMP3 and MMP13 proteins in damaged cartilage was markedly abrogated in *Esrrg* ^+/–^ mice (Supplementary Fig. 6d). Additionally, the cartilage destruction caused by overexpression of HIF-2α or ZIP8 via IA injection of Ad-*Epas1* ^10,11^ or Ad-*Slc39a8* ^12,13^, respectively, was also significantly reduced in *Esrrg* ^+/–^ mice compared with WT littermates (Supplementary Fig. 6e).

**Fig. 5:**
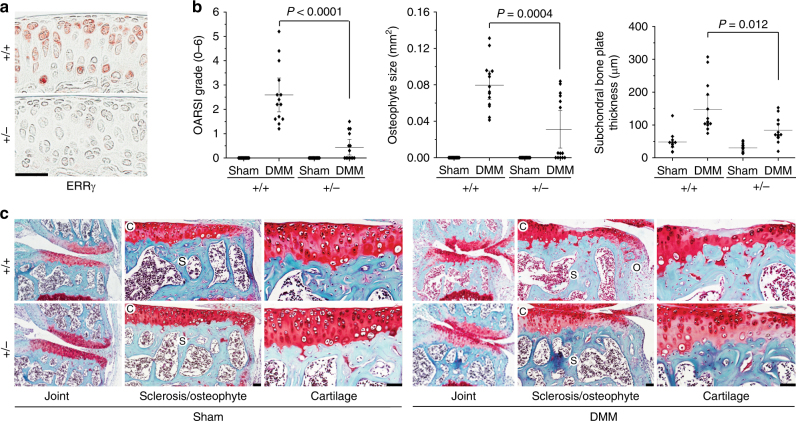
Genetic ablation of *Esrrg* abrogates OA pathogenesis in mice. **a** Immunostaining for ERRγ proteins in cartilage of *Esrrg* ^*+/–*^ and WT littermates. **b**, **c** *Esrrg* ^+/–^ mice and WT littermates were subjected to sham operation or DMM surgery. OARSI grade, osteophyte size, and subchondral bone plate thickness were quantified in WT and *Esrrg* ^+/–^ mice (*n = *14 mice per group) (**b**). Representative images of safranin-O-stained joint sections showing the whole joint (40×), subchondral bone sclerosis and osteophyte size (200×), and cartilage (400×) (**c**). Values are presented as means ± s.e.m. Two-tailed *t* test and Mann–Whitney *U* test. Scale bar: 50 μm

The above results indicate that deletion of one allele of *Esrrg* is sufficient to reduce experimental OA in mice. Therefore, we further validated the function of ERRγ in OA pathogenesis by knocking down ERRγ in whole-joint tissues of mice via IA injection of adenovirus-expressing shRNA against *Esrrg* (Ad-sh*Esrrg*). DMM-induced upregulation of ERRγ in the chondrocytes of cartilage tissue was effectively abrogated by IA injection of Ad-sh*Esrrg* in DMM-operated mice (Fig. 6a). In our initial screening, we found that infection with Ad-sh*Esrrg* effectively downregulated ERRγ expression in primary cultured mouse articular chondrocytes. Consistent with this, knockdown of cartilage ERRγ significantly suppressed all examined OA manifestations, including cartilage erosion, subchondral bone sclerosis, and osteophyte formation, in DMM-operated mice (Fig. 6b, c). These results further support the conclusion that ERRγ functions as a catabolic regulator in mouse models of OA pathogenesis caused by DMM surgery.

**Fig. 6:**
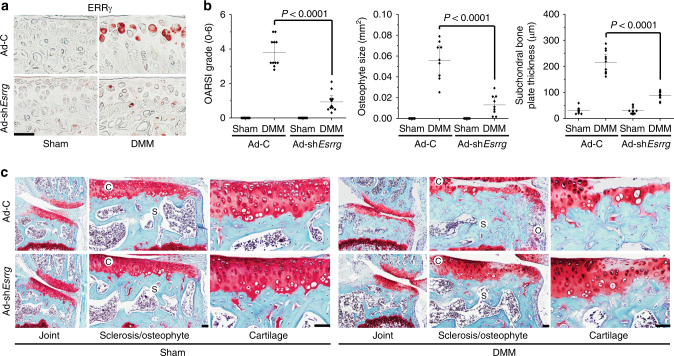
Silencing of *Esrrg* in joint tissues abrogates OA pathogenesis in mice. **a** Immunostaining for ERRγ in cartilage sections of DMM-operated mice given an IA injection of Ad-C or Ad-sh*Esrrg*. **b**, **c** WT mice subjected to sham operation or DMM surgery were IA-injected with Ad-C (*n* = 11 mice) as a control or Ad-sh*Esrrg* (*n* = 11 mice) to knockdown ERRγ in joint tissues. Cartilage sections were subjected to safranin-O staining (**c**), and determination of OARSI grade, osteophyte size, and subchondral bone plate thickness at 8 weeks after sham operation or DMM surgery (**b**). Values are presented as means ± s.e.m. Two-tailed *t* test and Mann–Whitney *U* test. Scale bar: 50 μm

### ERRγ upregulates MMP3 and MMP13 in articular chondrocytes

Matrix-degrading enzymes produced by chondrocytes are essential effector molecules in the destruction of cartilage during OA pathogenesis^5^. Indeed, genetic studies in mice have demonstrated that MMP3, MMP13, and ADAMTS5 play crucial roles in OA cartilage destruction^6–8^. Here, we examined the effects of ERRγ on the expression of these matrix-degrading enzymes in primary cultured mouse articular chondrocytes. We found that overexpression of ERRγ via infection with Ad-*Esrrg* significantly elevated the mRNA levels and extracellular secreted protein levels of MMP3 and MMP13, without affecting ADAMTS4 or -5 (Fig. 7a and Supplementary Figs. 7a, b, and 9). In contrast, mRNA levels of SOX9, type II collagen (Coll-II), and aggrecan were reduced by overexpression of ERRγ, although the degree of inhibition was small (Supplementary Fig. 7a, b). Consistent with these findings, MMP3 and MMP13 proteins were upregulated in Ad-*Esrrg*-injected cartilage tissue, whereas SOX9 and type II collagen protein levels were markedly reduced (Fig. 7b). We used chromatin immunoprecipitation (ChIP) assays to examine whether ERRγ directly regulates the expression levels of *Mmp3* and *Mmp13* in articular chondrocytes. Our nucleotide sequence analysis identified a number of putative ERR response elements (ERRE, TCAAGGTCA)^40^ in the promoter regions of *Mmp3* and *Mmp13* (Fig. 7c). ChIP assays revealed that ERRγ was bound to ERRE #1 (–2093 to –2083) and ERRE #2 (–2489 to –2478) in the *Mmp3* promoter, and to ERRE #1 (–1094 to –1291) and #2 (–1676 to –1668), but not ERRE #3 (–2389 to –2377), in the *Mmp13* promoter (Fig. 7d; Supplementary Fig. 7c). These findings suggest that *Mmp3* and *Mmp13* are direct target genes of ERRγ in mouse articular chondrocytes.

**Fig. 7:**
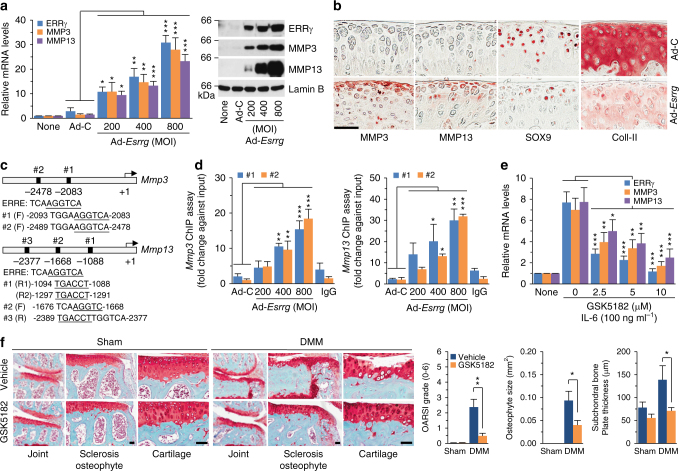
ERRγ directly upregulates MMP3 and MMP13 in chondrocytes. **a** The mRNA (left) and protein (right) levels of ERRγ, MMP3, and MMP13 in primary cultured chondrocytes infected with Ad-C (800 MOI) or the indicated MOI of Ad-*Esrrg* for 36 h (*n = *12). **b** Representative images showing immunostaining for MMP3, MMP13, SOX9, and type II collagen (Coll-II) in cartilage sections of mice obtained after 3 weekly IA injections with Ad-C or Ad-*Esrrg* (*n = *12 mice per group). **c** The ERRE sequences in the promoter regions of *Mmp3* and *Mmp13* are indicated. **d** Quantitative ChIP assays were performed, and the data are presented as fold-changes relative to each input (*n* ≥ 4). **e** qRT-PCR (*n = *11) analyses of MMP3 and MMP13 expression in chondrocytes treated with IL-6 (100 ng ml^–1^) in the presence of the indicated concentrations of GSK5182, an inverse agonist of ERRγ. **f** Sham-operated or DMM-operated mice were IP-injected with GSK5182 and killed 8 weeks after the operation. Representative images of safranin-O staining and scoring of OARSI grade, osteophyte size, and subchondral bone plate thickness (*n* = 10 mice per group). Values are presented as means ± s.e.m. (*P < 0.05, **P < 0.005, and ***P < 0.0005). One-way ANOVA (**a**,**d**,**e**), two-tailed *t* test (**f**), and Mann–Whitney *U* test (**f**). Scale bar: 50 μm

### Inhibition of ERRγ blocks experimental OA in mice

Next, we examined whether ERRγ could be a therapeutic target for OA. Because IL-6, an upstream signaling component involved in regulating ERRγ expression, upregulates MMP3 and MMP13 in chondrocytes^33^, we first examined whether IL-6-induced upregulation of MMP3 and MMP13 requires the transcriptional activity of ERRγ. We found that treatment with GSK5182, an inverse agonist of ERRγ^22^, significantly inhibited IL-6-induced upregulation of MMP3 and MMP13 in primary cultured chondrocytes (Fig. 7e). To validate ERRγ as a potential therapeutic target for OA, we intraperitoneally administrated sham- and DMM-operated mice with GSK5182 (20 mg kg^–1^ body weight). We found that GSK5182 significantly reduced all DMM-induced manifestations of OA, including cartilage destruction, osteophyte development, and subchondral bone sclerosis (Fig. 7f). These results collectively suggest the possibility that ERRγ could serve as a therapeutic target for OA.

Finally, although mRNA and protein levels of ERRα were unchanged in OA cartilage of human patients and mouse models, we examined whether overexpression of ERRα via IA injection of Ad-*Esrra* in joint tissues causes cartilage damage. IA injection of Ad-*Esrra* caused overexpression of ERRα in cartilage (Supplementary Fig. 8a). However, this overexpression of ERRα did not cause any detectable cartilage damage or synovial inflammation (Supplementary Fig. 8b, c), clearly indicating that ERRγ, but not ERRα, functions as a catabolic regulator of OA in mice.

## Discussion

The ERR isoforms, ERRα, ERRβ, and ERRγ, regulate various physiological functions, either in common or in an isoform-specific manner. However, whether ERRs regulate OA pathogenesis in vivo has not been investigated to date. Here, we demonstrated that, among ERR isoforms, ERRγ regulates OA pathogenesis in mice by causing cartilage destruction, osteophyte formation, and subchondral bone sclerosis. The results of both gain-of-function (adenovirus-mediated overexpression of ERRγ in mouse joint tissues or *Col2a1-Esrrg* Tg mice) and loss-of-function (*Esrrg* ^+/–^ mice or shRNA-mediated silencing of *Esrrg*) experiments clearly indicate that ERRγ functions as a critical catabolic regulator of OA pathogenesis.

The role of ERRs in cartilage biology has not been extensively studied, and most existing studies have focused on ERRα^26^. Among the earliest evidence supporting a possible functional association of ERRα with cartilage development was the spatial and temporal correlation of ERRα expression with cartilage development^41^. Although a relatively large number of studies have reported on the role of ERRα in chondrogenesis and cartilage development^26–28^, only a few reported the possible role of ERRα in cartilage homeostasis and OA pathogenesis. Bonnelye et al.^32^ identified possible in vitro OA-related functions of ERRα, reporting that ERRα expression, which is lower in OA than normal cartilage, is upregulated by IL-1β in OA chondrocytes via signaling pathways involving cyclooxygenase 2, prostaglandin E2, cAMP, and protein kinase A. They also found that ERRα regulates the expression of MMP13 in primary cultured OA chondrocytes in vitro. However, ERRα function in OA pathogenesis in vivo has not been investigated. Furthermore, we found no previous report indicating a role for ERRγ in OA pathogenesis. Our results clearly revealed specific upregulation of ERRγ, among ERR isoforms, in OA cartilage of human patients and DMM-induced mouse OA cartilage. Moreover, in vivo studies using mouse models demonstrated the catabolic functions of ERRγ in OA pathogenesis. Because ERR-α and ERR-γ often display opposite effects in various physiological processes, such as epithelial-to-mesenchymal transition, Warburg effect, and value as a prognosis factor in breast tumors^17,18,25^, we also examined possible ERRα functions. However, we found that ERRα expression was not modulated in OA cartilage of humans or mice. Furthermore, overexpression of ERRα in joint tissues via IA injection of Ad-*Esrra* did not cause cartilage damage, indicating that ERRγ, but not ERRα, functions as a catabolic regulator of OA pathogenesis.

Among the interesting findings in the current study is the observed inhibition of IL-6-induced ERRγ upregulation in chondrocytes by treatment with the ERRγ inverse agonist GSK5182. This suggests possible autoregulation of ERRγ in chondrocytes. Indeed, we have previously demonstrated that ERRγ protein levels are decreased by GSK5182 treatment^42^, which might reflect the operation of an autoregulatory feed-forward mechanism in the regulation of ERRγ gene expression^43^. Similar to our observation, it has been shown that IL-1β-induced upregulation of ERRα in chondrocytes is reduced by the ERRα inverse agonist XCT790^32^. This suggests that both ERRα and ERRγ expression in chondrocytes are regulated by positive feedback mechanisms. We have previously reported amplification of HIF-2α catabolic signaling in chondrocytes during OA pathogenesis. For instance, HIF-2α signaling leading to the production of the matrix-degrading enzymes, MMP3 and MMP13^10^, is amplified by the HIF-2α targets, IL-6^32^ and NAMPT (visfatin)^11^. Additionally, the NAMPT downstream target SIRT also stimulates HIF-2α transcriptional activity by stabilizing HIF-2α protein^44^. Furthermore, two essential catabolic signaling pathways in OA pathogenesis—HIF-2α and the zinc-ZIP8-MTF1 axis—reciprocally activate each other, resulting in amplification of catabolic signaling^45^. Collectively, these observations suggest that catabolic signaling processes involved in OA pathogenesis are amplified upon onset of the disease.

The only study to date describing a role for ERRγ in cartilage is one by Cardelli et al.^30^, who reported that cartilage-specific overexpression of ERRγ results in chondrodysplasia and reduced chondrocyte proliferation. These authors found a reduction in the length of the femur and tibia in Tg mice, with no differences in intramembranous ossification. They additionally found that the overexpression of ERRγ impaired chondrocyte proliferation, leading to a decrease in the size of the proliferative zone in the growth plate^30^. However, our Tg mice exhibited no marked differences in the whole skeleton of embryos (E18.5) and length of resting/proliferative and hypertrophic zones in 2-week-old mice. Although it is not clear what accounts for these differences, they may be attributable to differences in expression systems^46^ and expression levels of target genes. We previously reported that cartilage-specific Dickkopf-1 Tg mice, generated using the same system as the current Tg mice, exhibit reduced experimental OA^47^ without differences in cartilage or bone development^46^. We also showed that cartilage-specific Tg mice generated by our system, including those overexpressing HIF-2α^10^, NAMPT^11^, BATF^35^, or ZIP8^12^, exhibited enhanced experimental OA without detectable differences in skeletal development. In addition to the difference in expression system, we also found that the expression level of ERRγ protein in our Tg mice was less than that in mice generated by Cardelli et al.^30^. We postulate that these differences in the expression levels of ERRγ contribute to the observed differences. Nevertheless, the enhanced expression of matrix-degrading enzymes in cartilage of Tg mice compared with WT mice appears to be responsible for the enhanced DMM-induced OA pathogenesis in Tg mice.

The prevalence of OA is higher among women than men, and this prevalence increases after menopause. Various studies using animal models indicate that estrogen and estrogen signaling are associated with OA pathogenesis^48^. For instance, mice lacking estrogen receptor-α develop more and larger osteophytes and a thinner lateral subchondral plate^49^. A lack of estrogens also increases subchondral bone remodeling^50^. However, although the term “estrogen-related receptor (ERR)” reflects the molecular origin of the three family members, ERRs are functionally different from estrogen receptors. For instance, ERRs do not bind to natural estrogens, nor are they directly involved in classic estrogen-signaling pathways or biological processes^18,24^. Furthermore, ERRs and estrogen receptors display strict binding site specificities^51^, with ERRs exhibiting a marked preference for the sequence TCAAGGTCA, an ERR response element (ERRE). Furthermore, unlike estrogen receptors, ERRs do not require ligand binding for their transcriptional activity^18,24^. Therefore, the catabolic functions of ERRγ in OA pathogenesis might not be related to estrogen, even though estrogen is known to be associated with OA pathogenesis^48^.

Cartilage destruction is one of the most prominent characteristics of OA and is primarily caused by the upregulation of matrix-degrading enzymes, such as MMP3, MMP13, and ADAMTS5^5–8^. These matrix-degrading enzymes originate from chondrocytes of cartilage tissue or from synovial cells, such as fibroblast-like synoviocytes (FLS)^5^. Our approaches using *Esrrg* ^+/–^ mice, shRNA-mediated silencing, and adenovirus-mediated overexpression affected ERRγ expression in all joint tissues, limiting our ability to identify specific joint tissues associated with OA pathogenesis. We observed, however, that ERRγ was upregulated in the cartilage tissue, but not the synovial tissue, of DMM-operated mice, and that ERRγ caused upregulation of MMP3 and MMP13 in primary cultured articular chondrocytes. These results strongly support the interpretation that ERRγ causes OA pathogenesis by upregulating MMP3 and MMP13 in articular chondrocytes. We also found that ERRγ downregulated SOX9, type II collagen, and aggrecan, although the degree of downregulation was small. Interestingly, compared with in vitro effects of ERRγ overexpression, ERRγ overexpression via IA injection of Ad-*Esrrg* in cartilage tissue caused marked decreases in the protein expression levels of SOX9 and type II collagen. The decrease in type II collagen might reflect its MMP-mediated degradation in ERRγ-overexpressing cartilage tissue. Thus, it may be possible that the reduction in SOX9 expression in Ad-*Esrrg*-injected cartilage is attributable to both direct and indirect actions of ERRγ. In addition to cartilage destruction, OA manifestations include osteophyte formation and subchondral bone sclerosis, reflecting the fact that OA is a whole-joint disease affecting all tissues of the joint, including cartilage, synovial tissues, and subchondral bone^2^. However, the relative contributions, relationships, and key tissues involved in each event that occurs during OA pathogenesis have not been elucidated^2,3^. For instance, it is not yet clear whether subchondral bone sclerosis is a driving force for cartilage breakdown or a consequence of articular cartilage catabolism. Therefore, the regulatory mechanisms of ERRγ in osteophyte formation and subchondral bone sclerosis remain to be elucidated.

Here, we demonstrated that intraperitoneal administration of GSK5182 reduces DMM-induced OA pathogenesis, although it remains to be clarified whether this is attributable to inhibition of ERRγ in the tissues, since intraperitoneal administration might affect ERRγ in the whole body. However, although cartilage is an avascular tissue, OA is not merely a local disease confined to the joint, and many soluble mediators that regulate OA pathogenesis are found in circulating blood^52^. Additionally, the human pathology may differ in certain respects from that in mouse models. However, we found that expression patterns of ERRγ as well as ERRα and ERRβ were similar in OA cartilage of human patients and various mouse models. Our results are the first to demonstrate that ERRγ acts as a catabolic regulator of cartilage degeneration and OA pathogenesis, and collectively support the idea that ERRγ could be a therapeutic target for OA.

## Methods

### Human OA cartilage and experimental OA in mice

Human OA cartilage was sourced from individuals undergoing arthroplasty^10–13^. The Institutional Review Board of Wonkwang University Hospital approved the use of these materials, and all participants provided written informed consent before the operative procedure. C57BL/6 J mice were used for the experimental OA studies. *Esrrg* ^+/–^ mice (B6.129P2‐*Esrrg* ^tm1Dgen^/Mmnc) were purchased from the Mutant Mouse Regional Resource Center (MMRRC). *Col2a1-Esrrg* Tg mice were generated using the *Col2a1* promoter and enhancer, as previously described^10–12,45^. All experiments were approved by the Gwangju Institute of Science and Technology Animal Care and Use Committee. Experimental OA was induced in 10-week-old male mice by DMM surgery, or by IA injection (once weekly for 3 weeks) of adenovirus (1 × 10^9^ plaque-forming units [PFUs] in a total volume of 10 μl) expressing ERRγ (Ad-*Esrrg*), ERRα (Ad-*Esrra*), ZIP8 (Ad-*Slc39a8*), or HIF-2α (Ad-*Epas1*)^10–13,29^. Where indicated, male mice of various ages (8, 12, 16, and 20 weeks old) were used for experimental OA studies. Mice were killed at 8 weeks after DMM surgery or at 3 or 8 weeks after the first IA injection, and subjected to histological and biochemical analyses. Intraperitoneal injection of GSK5182 (20 mg kg^–1^ body weight) was performed every 2 days for 7 weeks, beginning 1 week after DMM surgery.

### Histology and immunohistochemistry

Human OA cartilage was frozen, sectioned at a thickness of 5 μm, and fixed in paraformaldehyde. Sulfate proteoglycans were detected by alcian blue staining, and cartilage destruction in mice was examined using safranin-O staining. Briefly, knee joints were fixed in 4% paraformaldehyde, decalcified in 0.5 M EDTA, and embedded in paraffin. The paraffin blocks were sectioned at a thickness of 5 μm, and sections were deparaffinized in xylene, hydrated with graded ethanol, and stained with safranin-O. Cartilage destruction was scored by five observers under blinded conditions using the OARSI scoring system (grade 0–6)^10–13,53^. The results of OARSI grade scoring represent the mean of the maximum score in each mouse, and the representative safranin-O-stained image was selected from the most advanced lesion among serial sections. Synovitis was determined by safranin-O and hematoxylin staining, and synovial inflammation was scored (grade 0–3) as described previously^10–13^. Osteophyte formation was identified by safranin-O staining, and osteophyte size was measured with an Aperio Image Scope V12 (Leica Biosystems)^12,13^. Subchondral bone sclerosis was determined by measuring the thickness of the subchondral bone plate^12,13^. ERRγ was immunostained using 1 μg ml^–1^ of mouse monoclonal antibody (PP-H6812-00; R&D Systems Inc.) or 0.5 μg ml^–1^ of rabbit polyclonal antibody (ab49129; Abcam). Additional immunostaining was performed using antibodies against ERRα (40 μg ml^–1^; sc-65715; Santa Cruz Biotech), MMP3 (4 μg ml^–1^; ab52915; Abcam), MMP13 (1:100 dilution; ab51072; Abcam), SOX9 (12 μg ml^–1^; ab185966; Abcam), and type II collagen (2 μg ml^–1^; MAB8887; Millipore).

### Primary culture of articular chondrocytes

Femoral condyles and tibial plateaus were obtained from mice, and chondrocytes were isolated from cartilage tissue by digestion with 0.2% collagenase^10–13,54^. The cells were maintained as a monolayer in Dulbecco’s modified Eagle’s medium (DMEM; Gibco) supplemented with 10% fetal bovine serum and antibiotics (penicillin G and streptomycin). On culture day 2, cells were infected with 800 MOI (multiplicity of infection) of empty adenovirus (Ad-C); infected with Ad-*Esrrg*, Ad-*Epas1*, or Ad-*Slc39a8* at various MOIs; or treated with the inflammatory cytokines, IL-1β (1 ng ml^–1^) or IL-6 (100 ng ml^–1^) for the indicated time periods, unless otherwise indicated in each experiment.

### Infection and IA injection of adenovirus

The adenoviruses expressing mouse ERRγ (Ad-*Esrrg*), Ad-sh*Esrrg*, and ERRα (Ad-*Esrra*) were as previously described^22^. The adenoviruses expressing mouse HIF-2α (Ad-*Epas1*) and ZIP8 (Ad-*Slc39a8*) were purchased from Vector Biolabs^10,12^. Mouse articular chondrocytes were cultured for 2 days, infected with the indicated MOI of adenovirus for 2 h, and cultured in the presence or absence of pharmacological agents for an additional 36 h. For IA injection of adenovirus, Ad-*Esrrg*, Ad-sh*Esrrg*, Ad-*Esrra*, or Ad-C (1 × 10^9^ PFUs in a total volume of 10 μl) was injected into the knee joints of mice once per week for 3 weeks.

### Skeletal staining and histological analysis

Skeletons of whole-mouse embryos were stained with alcian blue and alizarin red, as described previously^10–13,46^. Briefly, whole embryos were skinned, eviscerated, fixed with 95% ethanol for 4 days, and immersed in acetone for 3 days. Samples were stained with one volume of 0.3% alcian blue 8GX in 70% ethanol, one volume of 0.1% alizarin red S in 95% ethanol, one volume of 100% acetic acid, and 17 volumes of 100% ethanol. Bone histology was analyzed as described previously^46^. Briefly, metatarsals of 2-week-old mice were fixed in 4% paraformaldehyde, decalcified in 0.5 M EDTA (pH 7.4) for 7 days at 4 °C, and embedded in paraffin. The deparaffinized sections were stained with 1% alcian blue in 0.1 N HCl for 10 minutes, and washed with 0.1 N HCl for 5 minutes. The lengths of the resting/proliferative and hypertrophic zones were measured using a microscope image-analysis program (AxioVision).

### Conventional RT-PCR and qRT-PCR

Total RNA was extracted from primary cultured chondrocytes using the TRI reagent (Molecular Research Center, Inc.). For cartilage tissues, mouse knee joints were scraped with a blade after DMM surgery or sham operation, and RNA was isolated using the TRI reagent^10–13^. Total RNA was reverse transcribed, and the resulting cDNA was PCR-amplified using the PCR primers and experimental conditions summarized in Supplementary Table 2. qRT-PCR was performed using an iCycler thermal cycler (Bio-Rad) and SYBR premixExTaq reagents (TaKaRa Bio). For each target gene, transcript levels were normalized to that of glyceraldehyde-3-phosphate dehydrogenase (GAPDH) and expressed as fold-change relative to the indicated control.

### Western blotting

Total cell lysates were prepared in lysis buffer (150 mM NaCl, 1% NP-40, 50 mM Tris, 0.2% sodium dodecyl sulfate [SDS], and 5 mM NaF) and used to detect ERRγ. Secreted proteins (MMP3 and MMP13) were detected after trichloroacetic acid (TCA) precipitation of proteins from 900 μl of serum-free conditioned medium. All lysis buffers contained a cocktail of protease inhibitors and phosphatase inhibitors (Roche). The following antibodies were used for Western blotting: rabbit polyclonal anti-ERRγ (sc-66883) from Santa Cruz, and mouse monoclonal anti-MMP3 (clone EP1186Y) and anti-MMP13 (clone EP1263Y) from Epitomics.

### ChIP assay

ChIP assays were performed using a Pierce Agarose ChIP Kit (Thermo Scientific)^35^, as described by the manufacturer. Briefly, 70% confluent mouse articular chondrocytes were infected with Ad-*Esrrg* at an MOI of 800 for 36 h. The primers for ChIP assays were designed to amplify two different ERRE-containing regions of the *Mmp3* promoter and three regions of the *Mmp13* promoter (Supplementary Table 3). DNA and proteins were cross-linked by incubating cells with 1% formaldehyde for 10 minutes at room temperature. Excess formaldehyde was quenched by incubating with glycine for 5 minutes. Cells were lysed and nuclei were digested using micrococcal nuclease. Sheared chromatin was diluted and immunoprecipitated with 2 μg of anti-ERRγ or control IgG antibody. DNA–protein complexes were eluted from protein A/G agarose beads using a spin column, and then reverse cross-linked by incubation with NaCl at 65 °C. The relative binding of ERRγ to the ERRE regions of *Mmp3* and *Mmp13* promoters was analyzed by PCR amplification using a Mastercycler thermal cycler. For quantitative ChIP assays, qRT-PCR was performed using an iCycler thermal cycler (Bio-Rad) and SYBR premixExTaq reagents (TaKaRa Bio). The data represent fold-changes relative to each input.

### Microarray analyses

Total RNA was extracted from mouse articular chondrocytes using a Purelink RNA mini kit (Ambion). The concentration, purity, and integrity of the extracted RNA were determined by spectrophotometry. Four replicates for each cell type were isolated and processed. RNA from mouse chondrocytes was analyzed using Affymetrix Gene Chip arrays (Affymetrix GeneChip Mouse Gene 2.0 ST Array) in accordance with the Affymetrix protocol (Macrogen Inc., Seoul, Korea). Probe signals in the raw data were normalized by the RMA (robust multiarray average) for each separate data set (IL-1β treatment or injection of Ad-C, Ad-*Epas1*, or Ad-*Slc39a8*). Normalization was performed using R v.3.3.2 with Affy package v.1.52.0. To find DEGs (differentially expressed genes), we performed the Student’s *t*-test followed by the Benjamini–Hochberg multiple hypothesis test for each group using python v.3.4.3 and StatsModels library v.0.8.0. 

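In chondrocytes treated with IL-1β, 500 genes were higher and 321 were lower than in untreated cells, at an adjusted p under 0.05 from limma and a log2 fold change of more than 1 in either direction. Among genes of matrix-degrading enzymes, Mmp3, which encodes stromelysin-1, was at least 147-fold higher, Mmp13, a collagenase gene, was 22.1-fold higher and Adamts5, an aggrecanase gene, was 11.3-fold higher. Of 32 measured genes of the cartilage matrix, 26 fell (28 when adjusted over the list alone), with Matn1 and Matn3, which encode matrilins, at 9.84-fold and 7.21-fold lower.
The log2 signal of Mmp3 was 11.77 ± 0.14 (SD, n = 3 arrays) with IL-1β and 4.47 ± 0.12 (SD, n = 3 arrays) without it, and that of Mmp13 was 12.48 ± 0.08 (SD, n = 3 arrays) and 8.02 ± 0.09 (SD, n = 3 arrays). Besides Mmp3 and Il6, the 10 largest rises with predicted genes left out, ranked by the difference of the means as measured even where the untreated mean was under background, were those of the chemokine genes Cxcl5 (93.8-fold), Cxcl3 (at least 81.4-fold) and Ccl2 (60.8-fold), Hp, which encodes haptoglobin (67.4-fold), Nos2, the inducible nitric oxide synthase gene (at least 62.8-fold), the acute-phase gene Saa2 (at least 30.8-fold), Vnn1 (62.0-fold) and Steap4 (59.8-fold). The 10 largest falls also included C1qtnf3 (12.9-fold), Fgf21 (7.82-fold), Fxyd6 (7.33-fold), the cell division gene E2f8 (6.37-fold), Smpd3 (6.12-fold), Col10a1, the collagen gene of hypertrophic chondrocytes (5.75-fold), Fgfr3 (5.54-fold) and Clec3a (4.82-fold). Of 38 measured genes of matrix metalloproteinases and ADAMTS proteases, 11 rose and 4 fell (13 and 5 when adjusted over the list alone). Mmp19, Adamts1 and Mmp2 rose by 1.86, 1.05 and 1.04 on the log2 scale, and Mmp16 and Adamts14 fell by 1.14 and 0.90 on the log2 scale, where the dimmer probe set of Adamts14 had -0.07. Adamts6 (-0.51) did not pass without IL-1β replicate 1 or 2 or any 1 untreated replicate (adjusted p = 0.0520 to 0.0832), and Adamts12 (-0.41) did not pass without any 1 array except untreated replicate 2 (adjusted p = 0.0535 to 0.169) or with a replicate block (adjusted p = 0.0636). The count of genes that fell was then 2 without IL-1β replicate 1 or 2 or untreated replicate 1 or 3. Among those that rose, Adamts9, named after its values were seen, did not pass when any 1 of the 6 arrays was left out (adjusted p = 0.0559 to 0.139 from limma). Mmp9 did not pass without untreated replicate 1 or 3 (adjusted p = 0.0620 and 0.0593). Adamts4, another aggrecanase gene, did not pass (log2 fold change 0.41, adjusted p = 0.0542 from limma), but passed with the replicate block (adjusted p = 0.0387). Adamts4 also passed with array weights, both filters on dim genes and a trend and robust variance prior (adjusted p = 0.0241 to 0.0477 from limma). The list was shifted upward (adjusted p = 0.00228 from limma's camera; adjusted p = 0.108 with an estimated correlation). Of 8 measured genes of protease inhibitors, Timp1 rose by 0.95 on the log2 scale and Timp3 fell by 0.44 on the log2 scale (2 rose and 1 fell when adjusted over the list alone), and the list's shift did not pass (adjusted p = 0.322 from limma's camera). Serpina3n, named after its values were seen, passed as well without untreated replicate 3 (adjusted p = 0.0299) and with the replicate block (adjusted p = 0.0443). In the cartilage matrix, Acan, the aggrecan gene, fell by 1.24 on the log2 scale, Col2a1, the type II collagen gene, by 0.51 on the log2 scale, and the chondrocyte transcription factor gene Sox9 fell by 0.60 on the log2 scale. Against that direction, Prg4, which encodes lubricin, rose 7.20-fold and Trps1 rose by 0.44 on the log2 scale. Trps1 did not pass without IL-1β replicate 3 or untreated replicate 2 or 3 (adjusted p = 0.0540 to 0.0721), which left 1 gene that rose. The list was shifted downward (adjusted p = 9.22e-17 from limma's camera; adjusted p = 0.0679 with an estimated correlation). Of 14 measured markers of fibroblasts, synoviocytes and dedifferentiated chondrocytes, 6 rose and Col1a2 was lower (7 and 2 when adjusted over the list alone), and the list was shifted upward (adjusted p = 0.00578 from limma's camera; adjusted p = 0.204 with an estimated correlation). Fap rose by 1.40 on the log2 scale, Pdgfra by 1.21, Lum by 1.04 and Dcn by 0.70, and Col1a2 (-0.49) did not pass without IL-1β replicate 2 or 3 or untreated replicate 1 (adjusted p = 0.0747 to 0.0781). Gapdh, the gene to which the paper scaled its qRT-PCR values, had a log2 fold change of 0.07 (adjusted p = 0.665 from limma).
All 821 genes beyond the fold limit also passed the adjusted p, so the fold limit set the counts. The methods' t-test called 463 genes higher and 299 lower after Benjamini-Hochberg, all among these, and 497 and 320 at an unadjusted p under 0.05. Only the untreated mean was under background in 56 higher genes, only the treated mean in 27 lower genes, and both means in 16 genes.

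**Figure D3:**
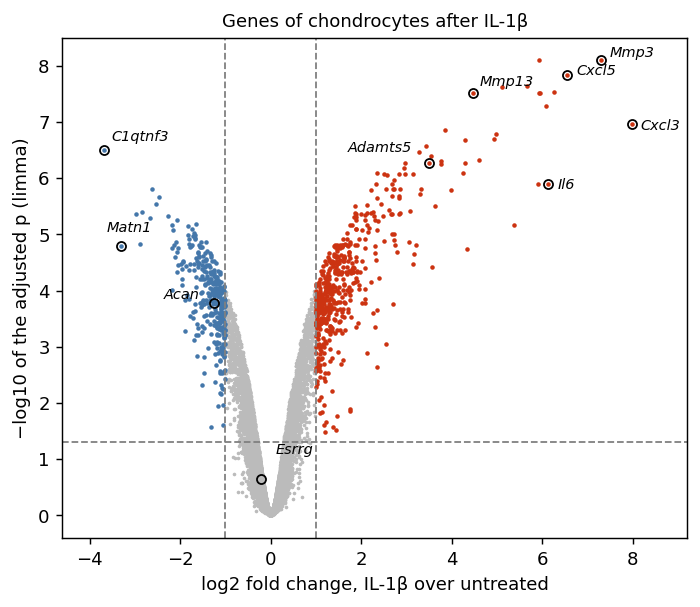
Log2 fold change, IL-1β minus untreated, of each gene on the horizontal axis and the negative log10 of the adjusted p from limma on the vertical axis, with lines at the thresholds. Of the 500 higher genes Cxcl5 lies at 6.55, and of the 321 lower genes C1qtnf3 lies at -3.68.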

The cutoff values for DEG identification were adjusted such that the *P*-value was less than 0.05 (FDR < 0.05) and the absolute value of log fold change was greater than 1 (|LogFC| > 1).

### Statistical analysis

All statistical analyses were performed using IBM SPSS Statistics 21 software. For cell-based in vitro studies, two-tailed Student’s *t*-tests with unequal sample sizes and variances, and two-way analysis of variance (ANOVA) with post hoc tests (LSD) were used for pairwise comparisons and multicomparisons, respectively. Data collected from mouse experiments were analyzed using the nonparametric Mann–Whitney *U* test. The *n*-value indicates the number of independent experiments or mice. Significance was accepted at the 0.05 level of probability (*P* < 0.05).

### Data availability

Microarray data have been deposited in Gene Expression Omnibus with the accession codes GSE104794 (for HIF-2α), GSE104795 (for ZIP8), and GSE104793 (for IL-1β). All other data supporting the findings of this study are available within the paper and its supplementary information files.

## Electronic supplementary material

Supplementary Information

Peer Review File

How the deposited data were processed for this re-analysis (not part of the article)

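The data are 6 arrays of RNA from primary cultured mouse articular chondrocytes, 3 treated with IL-1β and 3 untreated, measured on Affymetrix GeneChip mouse ST arrays. Groups and replicate numbers come from the labels of the deposited samples. The arrays of cells that overexpress HIF-2α or ZIP8, and Supplementary Table 1 of the paper, were not used here. Every column of per-sample values in the deposited table was used.

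The authors summarized the probe signals with RMA, which corrects the background, makes the distributions of the arrays alike and gives 1 value per probe set. They did this for each data set separately, with the affy package in R. The deposited values are these log2 values, from 0.909 to 13.04 over 41345 probe sets, and were used as deposited. The paper's text names no filter on probe sets.

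The platform's gene table lists 25335 of the probe sets. Of these, 23521 name 1 gene symbol and 1814 name several, and 16010 probe sets are not listed and stay unnamed here. Symbols of 23328 probe sets were found or updated through Entrez IDs in a table of the GRCm38.p6 assembly. Probe sets with several symbols named no gene. For each of 1082 genes with several probe sets, the one with the highest mean over the 6 arrays was used, and where the others of a named gene disagree, the text says so. Genes without a probe set of their own are not reported here.

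The groups were compared with limma 3.58.1 in R 4.3.3 (lmFit and eBayes with default settings), with no filter on dim probe sets and Benjamini-Hochberg adjustment over 22180 genes. A single gene passed at an adjusted p under 0.05. Counts of differentially expressed genes also used the study's limit of 1 on the log2 fold change. Confidence intervals are at 95% from the same fit. The arrays have no detection p, so the 95th percentile of the mean signals of 1440 probe sets of olfactory, vomeronasal and taste receptor genes, which chondrocytes are not thought to use, served as the background level, 4.565. Both means of 8232 genes lay under it. The number of arrays limits the precision. An exact permutation test of 3 against 3 cannot give a p under 0.1 and was not used for single genes.

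The genes named in the text are drawn from those the paper names, the 10 with the largest rise and the 10 with the largest fall among genes past the study's limits whose arrays did not overlap (predicted genes and genes in no reference table left out), up to 4 members per direction of each gene list by fold change among those that passed and any member with a log2 fold change of more than 1 in either direction, and the members of the ERR family and of the pathways upstream of ERRγ. Not every gene that meets this rule is named. A gene outside it is named only with the words that it was chosen after its values were seen.

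There were 32 gene lists: the ERR family; the pathways upstream of ERRγ that the paper names (cannabinoid receptor, IL-6 and JAK/STAT, glucagon and cAMP, insulin, hypoxia, endoplasmic reticulum stress); matrix metalloproteinases and ADAMTS proteases; protease inhibitors; cartilage matrix and chondrocyte identity; hypertrophy; interleukins and growth factors of inflammation; chemokines; the NF-κB pathway; IL-1 receptor signaling; prostaglandin and nitric oxide synthesis; the HIF-2α, NAMPT and zinc-ZIP8-MTF1 axes; interferon response; complement and acute phase; antioxidant and stress response; oxidative phosphorylation and ERR-regulated metabolism; glycolysis; cell cycle; cholesterol synthesis and oxysterol enzymes; circadian clock; BMP, TGF-β, Wnt and IGF signaling; hyaluronan and other matrix receptors; and markers of macrophages, fibroblasts, endothelium, osteoblasts and osteoclasts, and muscle, fat and blood. Some genes stand in more than one list. The 31 lists with at least 5 measured members were tested against all other genes with limma's camera function at a preset correlation of 0.01, adjusted over the lists, and again with an estimated correlation. At the preset correlation 22 lists passed, and 6 passed with an estimated one.

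Samples with the same replicate number were checked for pairing through the correlation, across genes, of their deviations from the group means. It was 0.101 for the arrays numbered 1, 0.379 for those numbered 2 and 0.189 for those numbered 3. All exceed the 0.1 set for pairing, so replicate number was used as a block in an alternative. Neither the labels nor the paper's text says what a number stands for. Deviations from a group mean cancel out within the group. The correlation for number 2 alone therefore makes those among the arrays numbered 1 and 3 positive on average. Crossed, these arrays gave 0.226 (untreated replicate 1 with IL-1β replicate 3) and 0.0116 (untreated replicate 3 with IL-1β replicate 1). The values for numbers 1 and 3 are not set apart from these, so the check does not decide whether those numbers pair arrays. The comparison without pairing was kept as the main one because the methods name no pairing.

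The alternatives were median centering of each array, a second quantile normalization, filters at the median signal and at the background level, the mean of a gene's probe sets, every probe set on its own, a variance prior with trend and robust settings, array weights, the methods' t-test (Student's, with Benjamini-Hochberg), its unequal-variance form, replicate number as a block, each array left out in turn, camera with an estimated correlation, and the adjusted p without the fold limit.

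The comparison was tested on simulated data with the spread of the real arrays and 22180 genes, 50 genes at each of several sizes. At a log2 fold change of 0.5 limma recovered 20 of 50 genes, and at 1.5, 2.5 and 4 it recovered 50 of 50, with 14 unchanged genes called. The methods' t-test recovered 1, 34, 45 and 48 of 50 at these sizes. Only these genes were changed, and the noise was normal, independent between genes and arrays, and drawn from limma's variance estimates. The real comparison called far more genes, 1846 higher and 1969 lower at the adjusted p alone. The shares recovered therefore do not carry over to the real data.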

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

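The following 6 gene lists lie outside the pathways upstream of ERRγ that the paper examined on these arrays, and each shifted between IL-1β-treated and untreated chondrocytes with both a preset and an estimated correlation between genes. Values are log2 fold changes, and list tests are from limma's camera.

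Of 15 measured genes of complement and the acute phase, 14 rose (14 when adjusted over the list alone), with a median of 2.30 (adjusted p = 8.96e-20; adjusted p = 0.0412 with an estimated correlation). Serping1, which encodes the C1 inhibitor, was at least 28.0-fold higher, Cfb, complement factor B, rose by 3.77 and Lcn2, lipocalin-2, by 2.72. Of 21 measured genes of the NF-κB pathway and its feedback, 18 rose (19 when adjusted over the list alone), with a median of 0.84 (adjusted p = 9.22e-17; adjusted p = 0.0495 with an estimated correlation), among them the feedback genes Nfkbiz (3.28), Zc3h12a (2.96) and Nfkbia (2.35). Of 16 measured genes of prostaglandin and nitric oxide synthesis, 7 rose and Ptgis, the prostacyclin synthase gene, fell by 0.64 on the log2 scale (7 and 1 when adjusted over the list alone), with a median of 0.30 (adjusted p = 2.25e-05; adjusted p = 0.0495 with an estimated correlation). Ptgs2, which encodes COX-2, rose by 2.96 and Ptges, a prostaglandin E synthase gene, by 2.44.

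Of 16 measured genes of glycolysis, 11 rose (13 when adjusted over the list alone), with a median of 0.48 (adjusted p = 2.23e-09; adjusted p = 0.0412 with an estimated correlation). Pfkfb3, a regulator of glycolytic flux, rose by 1.31, Hk1, a hexokinase gene, by 0.94 and Slc16a3, a lactate exporter gene, by 0.88. Of 18 measured genes of cholesterol synthesis and oxysterol enzymes, 11 rose (16 when adjusted over the list alone), with a median of 0.59 (adjusted p = 6.23e-12; adjusted p = 0.0495 with an estimated correlation). The largest rises were those of the oxysterol enzymes Ch25h, at least 17.4-fold, and Cyp7b1, by 3.22, where the dimmer probe set of Ch25h rose by 1.24. Of 10 measured genes of hypertrophy, 7 fell and 1 rose (7 and 1 when adjusted over the list alone), with a median of -0.78 (adjusted p = 2.25e-05; adjusted p = 0.0495 with an estimated correlation). Besides Col10a1 and Clec3a, Pth1r, a receptor gene of the growth plate, fell by 1.21 on the log2 scale. Ibsp, which encodes bone sialoprotein, rose by 1.46, but did not pass without IL-1β replicate 1 or 3 or untreated replicate 3 (adjusted p = 0.0525 to 0.0679), and it was the only one of the list that rose.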

How the results depend on the processing

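The alternative without replicate 2 of both groups was chosen after seeing the data. A direction was compared only where a value passed the test in either setting. Il6 passed as higher under all 18 alternatives (difference of the means 5.82 to 6.37 on the log2 scale, adjusted p = 9.00e-09 to 0.0336), and Esrrg passed under none of 18 (-0.27 to -0.17, adjusted p = 0.0713 to 0.462). The counts of 500 higher and 321 lower genes moved by more than 1.5 times in 2 settings. They moved to 331 and 202 by the unequal-variance form of the methods' t-test, and to 1846 and 1969 without the fold limit, which removes that limit by construction. The unequal-variance form differs from Student's form, which gave 463 and 299, only in its degrees of freedom. Why both forms called fewer genes than limma was not tested. Leaving out each array in turn gave 462 to 534 higher and 306 to 340 lower genes. With an estimated correlation, which leaves the medians as they are, these lists no longer passed: IL-6 and JAK/STAT (median 0.30), hypoxia (1.28), endoplasmic reticulum stress (-0.27), matrix metalloproteinases and ADAMTS (0.071), cartilage matrix (-0.88), interleukins (0.32), chemokines (0.56), IL-1 receptor signaling (0.14), HIF-2α, NAMPT and zinc (0.85), interferon (0.23), antioxidant (0.28), oxidative phosphorylation (-0.20), cell cycle (-1.19), circadian clock (0.12), hyaluronan receptors (0.13) and fibroblasts (0.19). A higher correlation between genes is argued against as the cause for the antioxidant and hyaluronan lists. Their estimated correlations, 0.0046 and -0.0137, lay under the preset 0.01. For the other lists the cause was not tested. The adjusted p from limma's camera also rose for glycolysis, from 2.23e-09 to 0.0412, at an estimated correlation of -0.0102. For prostaglandin and nitric oxide synthesis it rose from 2.25e-05 to 0.0495, at -0.0337. Both correlations lay under the preset one, so a call lost in this setting does not by itself show correlated genes. The hyaluronan list also did not pass with genes above the median signal (0.13, adjusted p = 0.0915) or above background (0.13, adjusted p = 0.0904), or without IL-1β replicate 3 or untreated replicate 2, in a range of 0.10 to 0.16 over the arrays left out. With replicate number as a replicate block, the same 821 genes passed the study's limits. The block leaves the log2 fold changes as they are and changes only the adjusted p. At the adjusted p alone, 3704 genes were called in both fits, 111 without the block only and 583 with it only. Esrrg had -0.20 (adjusted p = 0.182). The block changed the calls of Adamts4, Adamts12, Akt2, Crem, Edem1, Eif2ak3, Jak2, Pdk4, Sirt1 and Stat3 and no other among the genes named by rule, those of Calcr, Serpina3n and further list members, and the call of no list's shift. Of 4229 alternative values of 236 other named genes, 3989 kept their call, 182 lost it, 58 gained it and 0 reversed, and 158 genes kept their call under every alternative. Some genes upstream of ERRγ that did not pass in the main comparison passed under alternatives besides those with a block or an array left out. They were Adcy6, Akt2, Cish, Crem, Edem1, Eif2ak3, Hif1a, Irs1, Jak2, Pdk4, Prkacb and Xbp1. Cish passed only with the mean of its probe sets (0.41, adjusted p = 0.0164 from limma), where its dimmer probe set had 0.56. The unequal-variance form changed 64 calls and the methods' t-test 23. Lists left with under 5 members by a filter, and Esrrb under both filters, have no value there, and lists were not tested with every probe set on its own or with the methods' t-test. Where both means lie under background, as in 8232 genes, these arrays limit what can be read.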

Differences from the paper's values

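The paper states that ERRγ was upregulated by IL-1β in microarrays and in qRT-PCR, and its Fig. 2f shows ERRγ mRNA at about 5.5 times the untreated level at 12 h, read by eye. On the arrays, labeled as 24 h, the fold of Esrrg, IL-1β-treated over untreated, was 0.868, with a 95% confidence interval whose upper bound is 1.02 (log2 fold change -0.20, adjusted p = 0.229 from limma). The value differs from the paper's in the same way under all 17 alternatives set before the data were examined, with log2 fold changes from -0.27 to -0.17, and no setting called Esrrg higher. These settings are not independent of each other, since all read the same probe set on these arrays. The filters, both probe set settings, the variance prior, both t-test forms and the block leave the fold at 0.868.

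For that statement the paper cites Fig. 2a, whose legend and panel give IL-6, not ERRγ. The rise of IL-6 with IL-1β that the paper states from its microarrays is also seen here, with Il6 at least 31.8-fold higher.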

Other observations

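The tests of a wrong treatment label, of a loss of fibroblast-like cells and of a general fall of transcripts were chosen after the results were seen.

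Chondrocytes treated with IL-1β raised other genes of inflammation, given here as log2 fold changes with tests from limma and its camera function. Of 25 measured chemokine genes, 13 rose (14 when adjusted over the list alone), among them Cxcl1 (5.66), Ccl7 (5.11) and Ccl5 (4.33), which attract leukocytes (adjusted p = 1.99e-11; adjusted p = 0.061 with an estimated correlation). Of 24 interleukins and growth factors of inflammation, 12 rose and Csf1 fell by 0.49 on the log2 scale (12 and 1 when adjusted over the list alone), with Il34 at 1.54, Tnfsf9 at 1.29 and Lif at 1.22 (adjusted p = 2.25e-05; adjusted p = 0.0516 with an estimated correlation). Only 15 of the 24 were above background, 8 of 13 rose with the filter at the background level, and the methods' t-test called 7 higher. Il23a, named after its values were seen, did not pass when any 1 of the 6 arrays was left out (adjusted p = 0.0701 to 0.130). Il15 and Tslp, named likewise, did not pass without IL-1β replicate 1 or 3 or untreated replicate 1, among others. Of 11 genes of IL-1 receptor signaling, 5 rose (5 rose and 1 fell when adjusted over the list alone; adjusted p = 0.00136; adjusted p = 0.136 with an estimated correlation). These were Irak3, an inhibitor of the pathway (2.67), the receptor genes Il1r1 (1.70) and Il1rap (0.90, with 0.13 and -0.03 for its dimmer probe sets), Irak2 (0.75) and Irak1 (0.34), named after its values were seen, which did not pass when any 1 of the 6 arrays was left out (adjusted p = 0.0529 to 0.119). Of 8 genes of the HIF-2α, NAMPT and zinc-ZIP8-MTF1 axes, 6 rose and 1 fell (6 and 1 when adjusted over the list alone; adjusted p = 6.42e-07; adjusted p = 0.0516 with an estimated correlation). Slc39a8, which encodes ZIP8, was 10.8-fold, Epas1, which encodes HIF-2α, 10.0-fold and Nampt 1.67-fold higher, while Mtf1 had 0.14 (adjusted p = 0.384). Sirt1 (-0.38, adjusted p = 0.0441) did not pass when any 1 of the 6 arrays was left out (adjusted p = 0.0595 to 0.121) or with replicate number as a replicate block (adjusted p = 0.0581). Of 23 genes of the interferon response, 5 rose (6 when adjusted over the list alone; adjusted p = 0.00228; adjusted p = 0.108 with an estimated correlation), namely Gbp7 (1.35), Tap1 (0.86), Stat2 (0.73), Ifih1 (0.71) and Ddx58 (0.37), named after its values were seen, which did not pass when any 1 of the 6 arrays was left out (adjusted p = 0.0702 to 0.149). Of 14 antioxidant and stress response genes, 5 rose and Nqo1 fell by 0.67 on the log2 scale (8 and 1 when adjusted over the list alone; adjusted p = 0.00180; adjusted p = 0.067 with an estimated correlation). The superoxide dismutase genes Sod2 and Sod3 were 5.65-fold and 4.99-fold higher, and Gpx3 rose by 2.09, Gclc by 0.81 and Hmox1, named after its values were seen, by 0.57. Of 13 genes of hyaluronan and other matrix receptors, Vcan (1.87), Tnfaip6 (1.57), Cd44 (1.37) and Sdc4 (1.15) rose, and Tnc and Has2 fell by 0.78 and 0.63 on the log2 scale (4 and 2 when adjusted over the list alone). The list's shift (adjusted p = 0.0374; adjusted p = 0.128 with an estimated correlation) did not pass without IL-1β replicate 3 (adjusted p = 0.0631) or untreated replicate 2 (adjusted p = 0.0598). Batf, a transcription factor gene that the paper names, rose by 0.75, and Dkk1, with an untreated mean under background, did not pass (adjusted p = 0.820).

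Cell division genes fell, with 23 of 24 measured cell cycle genes lower (23 when adjusted over the list alone), among them Ccna2, Mki67 and Mcm2, which fell by 1.76, 1.68 and 1.56 on the log2 scale (adjusted p = 1.09e-20; adjusted p = 0.061 with an estimated correlation). Of 27 genes of oxidative phosphorylation and ERR-regulated metabolism, Acadm, a fatty acid oxidation gene, rose by 0.72 and 5 fell (1 and 6 when adjusted over the list alone; adjusted p = 0.00921; adjusted p = 0.136 with an estimated correlation). Sdhb fell by 0.61 on the log2 scale, and the other values were -0.49 for Cycs, -0.38 for Cox5a, -0.36 for Uqcrc2 and -0.36 for Idh3a, named after its values were seen. The count that fell was 4 without IL-1β replicate 2, 3 without untreated replicate 2, 2 without replicate 1 of either group or IL-1β replicate 3 and 1 without untreated replicate 3, as Uqcrc2 did not pass without any 1 array (adjusted p = 0.0698 to 0.128), Idh3a without any but IL-1β replicate 2 (0.0663 to 0.151), Cox5a without replicate 1 or 3 of either group (0.0503 to 0.0702) and Cycs without untreated replicate 3 (0.0597). In the other direction, 11 fell with a trend and robust variance prior and 7 among genes above the median signal, and 2 rose in each. Of 15 circadian clock genes, 5 rose (5 when adjusted over the list alone; adjusted p = 0.00738; adjusted p = 0.102 with an estimated correlation), Bhlhe40 by 1.07, Nr1d1 by 0.82, Arntl by 0.72, Npas2 by 0.71 and Per1, named after its values were seen, by 0.55. Of 30 genes of BMP, TGF-β, Wnt and IGF signaling, 11 rose and 8 fell (11 and 10 when adjusted over the list alone), with Inhba (2.02) and Igfbp3 (1.95) higher and Igfbp5 (-2.05) and Frzb, a Wnt antagonist gene (-1.93), lower. The count that fell was 5 without replicate 1 of either group, IL-1β replicate 3 or untreated replicate 2. The list's median of -0.076 and mean of 0.037 differ in sign, and its shift did not pass (adjusted p = 0.789). Among markers of other cell types, of 16 markers of macrophages and other leukocytes, Cd14 (1.60) and Cd68 (1.22) rose and Laptm5 fell by 1.02 on the log2 scale (2 and 1 when adjusted over the list alone; adjusted p = 0.624), with 8 of the 16 above background. Of 10 endothelial markers, Tek was at least 1.08-fold higher, with an untreated mean under background (1 when adjusted over the list alone; list adjusted p = 0.842), but did not pass without IL-1β replicate 3 (adjusted p = 0.0538). Of 11 markers of osteoblasts and osteoclasts, Ifitm5 (0.54) was higher and Sp7 (-0.54) and Ctsk (-0.44) lower (1 and 2 when adjusted over the list alone; list adjusted p = 0.566). Ifitm5 did not pass without replicate 1 of either group, IL-1β replicate 2 or untreated replicate 3 (adjusted p = 0.0515 to 0.0757), and Sp7 and Ctsk did not pass without any 1 array except untreated replicate 3 (adjusted p = 0.0963 to 0.156 and 0.0790 to 0.139). Calcr, named after its values were seen, passed as higher without IL-1β replicate 3 or untreated replicate 2 (adjusted p = 0.0298 and 0.0489) and with the replicate block (adjusted p = 0.0265). Of 9 markers of muscle, fat and blood, Tnnt3 fell by 0.91 on the log2 scale (1 when adjusted over the list alone; list adjusted p = 0.207).

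Esrrg was not higher with IL-1β on these arrays. Exchanged labels or cells that did not respond are argued against by the smallest log2 fold change of Il6, Mmp3 and Mmp13, 4.46 for Mmp13. That no signal at this level can rise on these arrays is argued against as well. Of 2062 genes with an untreated mean within 0.25 of that of Esrrg, 2.86% were higher at the study's limits. Among 8363 genes with an untreated mean above 6, the share was 2.98%. These shares count rises of any size past the limit. They do not tell how much of the Esrrg signal, just above the background level, comes from its transcript. A rise of Esrrg hidden by background therefore stays open. The only probe set of Esrrg may not respond to its transcript, which these values do not test. The design holds no other time point or dose, so no biological explanation was tested.

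The arrays numbered 2 deviated together from the other arrays of their groups, with a correlation of 0.379 across genes. A trend with signal intensity is argued against as the whole cause, since the correlation was 0.306 after that trend was removed. A different mix of male and female animals under number 2 may contribute, as the Y-linked gene Uty was lower in that replicate, by -0.58 in untreated and -0.71 in treated cells, and Xist was higher, by 0.45 in both, with a median of -0.55 when the sign of Xist is turned. That test covers sex-linked genes only, without Ddx3y, which was not measured, and the Y-linked genes Eif2s3y and Kdm5d, looked at after it, were lower as well (-1.12 and -1.02 in untreated, -0.93 and -0.64 in treated cells). Shared litters or days, and differences between animals of the outbred ICR strain, stay open and untested.

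The fall of the cell cycle genes (median -1.19) remained after the arrays were rescaled, where the higher of both medians was -1.21. Array medians already lay between 4.66 and 4.73 after RMA, so rescaling could hardly move the list. The test therefore covers only the small differences in scale left between the arrays and does not decide on scaling before RMA. A loss of dividing fibroblast-like cells stays open. The fibroblast list, with a median of 0.19, does not decide it, since chondrocytes here had 13 of its 14 markers above background and its members went both ways. A general fall of transcripts stays open too, since RMA makes the distributions of the arrays alike, and the glycolysis list, with a median of 0.48, had been seen to rise. A lower rate of cell division with IL-1β was not tested, and no count of cells was used here.

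The 6 arrays can be split into groups of 3 in 10 ways, too few for a share under 0.05. The real split gave 500 higher and 321 lower genes by limma, as many as in 1 of 10 splits, and the highest count in any other split was 0 in both directions, with 259 to 1459 genes at an unadjusted p under 0.05 against 6142. It gave 22 shifted lists, and the highest other split gave 12. The 3 other splits that part every same-numbered pair, as the real one does, gave 11, 11 and 12 lists, and the remaining splits keep 2 pairs together and gave 3 to 12. Every other split puts treated and untreated arrays in the same group. The IL-1β effect then adds to the spread within groups, which lowers the gene counts, and part of it stays in the difference between groups. The other splits are therefore no reference for chance, for genes or for lists.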
